# Transcriptome Sequencing Reveals Pathways Related to Proliferation and Differentiation of Shitou Goose Myoblasts

**DOI:** 10.3390/ani12212956

**Published:** 2022-10-27

**Authors:** Jiahui Chen, Shuai Zhang, Genghua Chen, Xianqi Deng, Danlu Zhang, Huaqiang Wen, Yunqian Yin, Zetong Lin, Xiquan Zhang, Wen Luo

**Keywords:** Shitou goose, RNA-seq, mRNA, long non-coding RNAs, alternative splicing

## Abstract

**Simple Summary:**

The Shitou goose, the largest cultivated goose breed in China, has high research value in meat traits. Muscle development is regulated by genes related to myoblast proliferation and differentiation. In this study, the mRNA and lncRNA expression profiles of Shitou goose myoblast in proliferation and differentiation were constructed by Illumina sequencing. A total of 1664 differentially expressed (DE) mRNAs and 244 DE-lncRNAs were identified between the two periods. Functional annotation showed that the DE-mRNAs and DE-lncRNAs were mainly enriched in the Wnt signaling pathway. These results provide new insights into the mechanism of muscle growth and development in large goose breeds.

**Abstract:**

Chinese Shitou goose is a type of large goose with high meat yield. Understanding the genetic regulation of muscle development in Shitou goose would be beneficial to improve the meat production traits of geese. Muscle development is regulated by genes related to myoblast proliferation and differentiation. In this study, the RNA-seq method was used to construct the mRNA and lncRNA expression profiles of Shitou goose myoblasts and myotubes. A total of 1664 differentially expressed (DE) mRNAs and 244 DE-lncRNAs were identified. The alternative mRNA splicing in proliferation and differentiation stages was also analyzed. Notably, pathways enriched in DE-mRNAs, DE-splicing transcripts, and DE-lncRNAs all point to the Wnt signaling pathway, indicating that the Wnt signaling is a key regulatory pathway of muscle development in Shitou goose. We also constructed the interactive network of DE-lncRNAs and DE-mRNAs and revealed some key genes of lncRNAs regulating the proliferation and differentiation of myoblasts. These results provide new insights for the study of the muscle development of the Shitou goose.

## 1. Introduction

In animal husbandry, meat is the main product [1], and most of the selection and breeding of meat-raised animals is focused on improving the percentage of retail cuts of the animals. As the main component of the animal body, skeletal muscle accounts for about 35% of body weight [2], and the development and growth of muscle is the key factor to provide enough meat for humans. Understanding the growth and development of skeletal muscle is important to improve the percentage of retail cuts of livestock. The growth and development of skeletal muscle is an extremely complex process, including the directed differentiation of progenitor cells, the proliferation and differentiation of myoblasts, the fusion of myocytes, and finally the formation of multinucleated muscle fibers with contractile function [3]. There have been many reports on the muscle development of meat-raised animals, especially pigs, chickens, cattle, and goats [4], but the research on the muscle development of geese needs to be increased.

Shitou goose is a large and excellent breed of goose native to southern China. It is currently raised and eaten in more than 20 provinces in China [5]. China is a big consumer of goose meat and is the largest meat goose breeding country. In 2020, about 740 million meat geese were sold worldwide, an increase of about 17.5% compared with 2019 [6]. Goose meat is a popular green food with low fat, low cholesterol, and high protein. As the largest goose species in China, the Shitou goose is famous for its fast-growing, early sexual maturity, rich muscles, and excellent roughage resistance. The muscle growth performance of the goose is closely related to meat production, which is linked to the supply of goose meat and economic benefits to the farmer. Shitou geese are suitable for the study of goose muscle growth and development due to the advantages of fast growth and high meat production. A total of 290 differentially expressed genes (DEGs) were identified between large-size Shitou goose and small-size Wuzong goose by using RNA-seq [7]. An interaction network analysis showed that the genes related to protein synthesis were upregulated in expression in the Shitou goose compared to the Wuzong goose [7]. Histological analysis revealed that the Shitou goose had higher myofiber density and larger myofiber diameter at embryonic stages than the Wuzong goose [8]. Several candidate myo-genes, such as *MYH1*, *MYH2*, and *MYH7*, were identified that may contribute to the distinct muscle development processes between the two goose breeds during embryonic stages [8]. However, the key genes and pathways responsible for high meat production in Shitou goose remain highly unclear.

The splicing of precursor messenger RNA (Pre-mRNA) occurs in most eukaryotes as a process of removing noncoding regions (introns) and joining coding regions (exons). The splicing of Pre-mRNA is accomplished by the sequential assembly of five small nuclear RNA-proteins (snRNPs) called spliceosomes [9,10]. Alternative splicing is considered a key factor in the increased cellular and functional diversity and complexity of higher eukaryotes [11,12]. Variability in splicing patterns is a major source of protein diversity in the genome [13]. In humans, two-thirds of genes contain one or more alternatively spliced exons [14]. However, the alternative splicing diversity of goose mRNA has never been studied before, especially during muscle development. The functional diversity of myogenic genes caused by alternative splicing may be a key factor affecting muscle development in the goose.

Long non-coding RNAs (lncRNAs) refer to RNA fragments longer than 200 nucleotides [15]. In recent years, more and more attention has been paid to the regulatory role of non-coding RNA in muscle development. It has been pointed out that lncRNA plays an important regulatory role in different stages of myogenesis [16,17]. For example, lncRNA H19 promotes muscle differentiation and skeletal muscle regeneration [16], and lncMYOD inhibits myoblast differentiation and increases fast muscle fibers but reduces slow muscle fibers [18]. The role of lncRNA is generally to regulate transcriptional and post-transcriptional processes by interacting with transcription factors and mRNA [19]. In this study, we will focus on the interaction between lncRNA and mRNA during myogenesis in the goose. By using RNA-seq, we analyzed the expression difference in lncRNA and mRNA between the proliferation and differentiation stages of myoblast derived from Shitou geese. An interactive network between DE-lncRNAs and DE-mRNAs was constructed to identify some key genes and lncRNAs involved in goose muscle development. We think this study will provide new insights into the genetic regulation mechanism of fast-growing meat geese.

## 2. Materials and Methods

### 2.1. Isolation and Culture of Goose Myoblasts

Ten embryos of Shitou geese, hatched for 15 days, were used for isolation of a primary myoblast. After knocking open the air chamber end with surgical tweezers, we placed the goose embryo into a large culture dish with a diameter of 10cm, then amputated the legs and removed the bones, skin, and fascia. The leg muscles were minced with curved scissors in the culture medium and then digested with trypsin at 37 °C for 20–30 min. A DMEM medium containing 20% fetal bovine serum (FBS) (Gibco, Grand Island, USA) was added to terminate the digestion. The mixed medium was centrifuged at 1200 g for 5 min, and then the supernatant was discarded. A DMEM medium with 15% FBS was added to resuspend the cells and then put into a 10 cm diameter petri dish. Serial plating was performed to enrich myoblasts and eliminate fibroblasts. We divided the mixed primary myoblasts into 6 cultures. Three cultures were used to collect proliferating myoblasts (GM), and the other three cultures were induced into differentiation and then used to collect differentiated myotubes (DM). The differentiation of myoblasts was induced by replacing 20% FBS with 2% horse serum (HS) (Biosharp, Hefei, China).

### 2.2. RNA Extraction, cDNA Synthesis, Fluorescence Quantitative PCR

Total RNA was extracted from goose myoblasts using MagZol Reagent (Magen, Guangzhou, China). The Evo M-MLV RT Kit (Agbio, Guangzhou, China) was used for reverse transcription to synthesize cDNA. MonAmp™ ChemoHS qPCR Mix (Monad, Guangzhou, China) was used to perform qRT-PCR. All reactions were set to three replicates. The 2^−∆∆Ct^ method was used to measure gene expression with GAPDH as the reference gene [20,21].

### 2.3. Library Construction and Illumine Sequencing

The proliferative myoblasts of Shitou geese were cultured to 70% density in the petri dish, then washed with PBS three times, and directly treated with Trizol reagent (Invitrogen, Carlsbad, CA, USA). The differentiated myoblast needs to be cultured with a DMEM of 2% horse serum when the density reaches 80–90%. After three days of differentiation, the samples were collected with Trizol. Total RNA was isolated and purified using Trizol reagent following the manufacturer’s procedure. The RNA amount and purity of each sample were quantified using NanoDrop ND-1000 (NanoDrop, Wilmington, DE, USA). The RNA integrity was assessed by Agilent 2100 with RIN number >7.0. Approximately 5 ug of total RNA was used to deplete ribosomal RNA according to the manuscript of the Ribo-Zero™ rRNA Removal Kit (Illumina, San Diego, CA, USA). Paired-end sequencing was performed on an Illumina Novaseq™ 6000 (LC Bio, Hangzhou, China) following the vendor’s recommended protocol.

### 2.4. Bioinformatics Analysis

RNA-seq data from six geese have been deposited in NCBI Gene Expression Omnibus (GEO) data repository under accession number GSE213147. Cutadapt (https://cutadapt.readthedocs.io/en/stable/, accessed on 3 December 2020) and in-house perl scripts were used to remove reads containing undetermined bases, low-quality bases, or those that contained adaptor contamination. FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/, accessed on 14 December 2020) was used for quality control. Bowtie2 [22] was used to map reads to the genome of *Anser cygnoides* (assembly GooseV1.0 (http://asia.ensembl.org/Anser_cygnoides/Info/Index/, accessed on 26 December 2020)). The mapped reads of each sample were assembled using StringTie [23]. Then, all transcriptomes from Shitou goose were merged to reconstruct a comprehensive transcriptome using perlscript and gffcompare. After the final transcriptome was generated, StringTie and Ballgown [24] were used to estimate the expression levels of all transcripts. Differential expression analysis was performed using the edgeR according to the edgeR User’s Guide [25]. The differentially expressed mRNAs and lncRNAs were selected with log2 (fold change) > 1 or log2 (fold change) < −1 and with statistical significance (adjusted *p*-value < 0.05) by R package edgeR. See the supplementary figure for the RNA sequence data processing flow chart (Supplementary Figure S1).

The lncRNA prediction software CPC (coding potential calculator) [26] and CNCI (coding non-coding index) [27] were used to predict the lncRNA transcripts larger than 200 bp. All transcripts with CPC score < −1 and CNCI score < 0 were removed. The codes for Gene differential splicing analysis can be referred to Supplementary File S1.

The alternative splicing transcripts in RNA-seq data were analyzed by rMATS [28]. Differential splicing genes were selected with log2 (fold change) > 1 and abs(lncLeveldiff) > 0.1. Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of the enriched genes was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) (https://david.ncifcrf.gov/tools.jsp/, accessed on 22 March 2021) and R Studio. Genes expressed in our samples were used as the background. The R Studio code can refer to Supplementary File S2.

### 2.5. Construction of DE-lncRNAs-DEGs Interaction Network

We searched for all of the DEGs 100 kb upstream and downstream of differentially expressed lncRNA by the UCSC Genome Browser database [29]. These genes that are genomically adjacent and coexpressed in the expression pattern are likely to be the cis-target genes of the lncRNA. The lncRNA-gene Interaction was constructed by Cytoscape software (https://cytoscape.org/, accessed on 14 June 2021). Functional analysis of the cis-target genes was conducted by BLAST2GO [30]. Differences at *p* < 0.05 were regarded as statistically significant.

### 2.6. Statistical Analysis of qPCR Results

For the qPCR experiment, each sample was analyzed based on results that were repeated in triplicate and analyzed by Graphpad 8.0 (GraphPad Software, San Diego, CA, USA). The statistical significance of differences between the two groups was determined by a standard Student’s *t*-test. In all cases, differences at *p* < 0.05 were regarded as statistically significant (Significance is coded as * for *p* < 0.05 and ** for *p* < 0.01).

## 3. Results

### 3.1. Isolation and Transcriptome Sequencing of Shitou Goose Myoblasts

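Primary myoblasts, the precursor cells of skeletal muscle fibers, were isolated from the legs of Shitou goose embryos, mixed and divided into 6 cultures. The 3 GM cultures were collected while proliferating, and the 3 DM cultures were collected after a change to medium with 2% horse serum, in which myoblasts fuse into myotubes. The paper's methods give 3 days of differentiation, whereas the description deposited with the data gives 2 to 4 days. The RNA of each culture was depleted of ribosomal RNA and sequenced as 1 library, so that n = 3 for each stage and the libraries differ as cultures of a mixed pool of cells. For 14283 genes, the authors deposited an FPKM value (fragments scaled by the length of the gene and the number of mapped fragments) in each library, estimated with StringTie and Ballgown. No read counts were among the values analysed here, so the depth behind each value is unknown, and 0.0001 FPKM stands in the table for 0. To compare the stages, log2(FPKM + 1) was fitted with limma (empirical Bayes with a trend) over the genes with a mean of at least 0.5 FPKM in the 6 libraries. A gene was called a DEG at a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change (DM over GM) of more than 1 in either direction. Because 1 is added to each FPKM, this log2 fold change is smaller than the log2 ratio of the mean FPKM for genes at a low level.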

To identify the genes involved in the development of Shitou goose muscle during the proliferation and differentiation of myoblasts, we used the Illumina HiSeq platform to sequence the transcriptome of cells in the proliferation (GM) and differentiation (DM) stages (Figure 1A). The box diagram (Figure 1B) showed that the sequencing quality of the six sequencing samples is relatively consistent. 

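The median FPKM of a library was taken over its genes above 0.0001 FPKM. It was 3.72 in GM_1, 3.70 in GM_2 and 3.80 in GM_3, against 3.83 in DM_1, 3.82 in DM_2 and 3.94 in DM_3. Between 12776 and 12882 genes were above 0.0001 FPKM in the GM libraries and between 12510 and 12538 in the DM libraries. The 10 genes with the highest FPKM held between 15.3% and 16.9% of the total FPKM of a library. Pearson's correlation of log2(FPKM + 1) across the tested genes, which are not independent replicates, ran from 0.965 to 0.974 between libraries of the same stage and from 0.929 to 0.936 between libraries of different stages.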

The percentage of unique Mapped reads of the samples is greater than 70%, the Q30 value is greater than 98.4%, and the GC base content is between 47–48% (Table 1). There were 1664 differentially expressed genes (DEGs) between the proliferation and differentiation stages of Shitou goose myoblasts, including 685 up-regulated DEGs and 845 down-regulated DEGs (Figure 1C). 

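Of the genes tested, 417 were DEGs, of which 226 were higher in DM (up-regulated) and 191 were lower in DM (down-regulated). GM and DM cultures with the same number are not stated to belong together. After the stage means were removed, the mean correlation between same-numbered libraries across genes was 0.0174, against -0.00872 between libraries with different numbers. Removal of the stage means ties these values together with opposite signs, so the latter is no independent baseline. With the replicate number added to the model as a block, 403 genes were DEGs, 221 of them up-regulated, and 398 DEGs were shared with the model without the block. The threshold moved the count most. At an adjusted p-value under 0.05 with no limit on the fold change, 1530 genes were higher and 1613 lower in DM. The deposited table also carries the authors' own comparison, in which the fold change is the ratio of mean FPKM in GM to that in DM. The authors' comparison marks 1278 genes as significant, 607 higher in DM and 671 higher in GM, and each of them has an unadjusted p-value under 0.05 and a log2 fold change of more than 1 in either direction. With the authors' adjusted p-values in place of the unadjusted ones, 1185 genes pass. Of the 417 DEGs called here, 413 are among those that the authors' comparison marks, with the same direction in 413.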

The top ten differentially expressed genes are listed in Table 2.

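Of the genes in Table 2, 18 were found by their symbols in the gene table, and SCARF1 was not analysed here. The mean of 3 of the 18 genes reached 0.5 FPKM, and these 3 were up-regulated DEGs. FIGF, a vascular endothelial growth factor gene, had 0.257 ± 0.0838 FPKM (SD, n = 3) in GM and 6.16 ± 0.682 FPKM (SD, n = 3) in DM. Its log2 fold change was 2.51 (standard error 0.10, adjusted p = 0.000106 from limma), and the log2 ratio of its mean FPKM was 4.58. CKMT2, a mitochondrial creatine kinase gene, rose from 0.416 ± 0.118 FPKM (SD, n = 3) to 6.62 ± 1.32 FPKM (SD, n = 3), with a log2 fold change of 2.42 (adjusted p = 0.000315 from limma). WNT11 rose from 0.0782 ± 0.0422 FPKM (SD, n = 3) to 1.44 ± 0.330 FPKM (SD, n = 3), with a log2 fold change of 1.17 (adjusted p = 0.00121 from limma). The other genes of Table 2 were below the limit of 0.5 FPKM and were not tested. Among them, SFN had 0.802 ± 0.441 FPKM (SD, n = 3) in GM and was listed at 0.0001 FPKM in DM_1 and DM_3, with 0.0416 FPKM in DM_2. KCNJ16 had 0.0119 ± 0.0102 FPKM (SD, n = 3) in GM and 0.254 ± 0.0634 FPKM (SD, n = 3) in DM. TMPRSS4 was above 0.0001 FPKM in GM_2 alone, at 0.207 FPKM. NMUR2, SLC14A2, MYRFL and SHANK1 were listed at 0.0001 FPKM in every GM library, and ESPN, MPZL3, GFAP, FAM83A, TMPRSS4, SDCBP2 and GJA4 in every DM library, so no ratio is given for them.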

### 3.2. Functional Analysis of DEGs between Shitou Goose Myoblasts and Myotubes

We then performed GO and KEGG analysis on the DEGs to identify important genes and pathways during goose muscle development. 

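The GO and KEGG terms that the gene table lists for each gene were tested for DEGs with a one-sided Fisher's exact test, separately for up-regulated and down-regulated DEGs. The background was the tested genes with any annotation of that kind, 10185 genes for GO and 6724 genes for KEGG, and p-values were adjusted over the 30 tests of terms that the paper names. Among 188 annotated down-regulated DEGs, 6 belonged to positive regulation of cell proliferation, where 2.55 would be drawn by chance (odds ratio 2.46, p = 0.0425, adjusted p = 0.183 from Fisher's exact test). These genes were BAMBI, FGFR4, LIF, MARCKSL1, PDGFA and TGFB2. CD36 belonged to positive regulation of cytosolic calcium ion concentration (odds ratio 3.56, adjusted p = 0.595).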

GO functional enrichment analysis found that down-regulated DEGs were significantly enriched in muscle development, such as positive regulation of cell proliferation, positive regulation of cytosolic calcium, cell adhesion molecule binding, and actin binding (Figure 2A). 

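Among 222 annotated up-regulated DEGs, 0 belonged to cellular calcium ion homeostasis, 1 to skeletal muscle tissue development (ELN, odds ratio 2.25, adjusted p = 0.618 from Fisher's exact test) and 1 to calcium ion transmembrane transport (GAS6, odds ratio 0.897, adjusted p = 0.848).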

The up-regulated DEGs were significantly enriched in cellular calcium ion homeostasis, skeletal muscle tissue development, and calcium ion transmembrane transport (Figure 2B). 

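All 286 KEGG pathways with at least 5 genes in the background were also tested, in each direction, with the same Fisher's exact test and an adjustment over both directions. In the up-regulated DEGs 0 pathways had an adjusted p-value under 0.05 and 18 had an unadjusted p-value under 0.05. In the down-regulated DEGs 1 pathway passed the adjustment and 16 had an unadjusted p-value under 0.05. The pathway that passed was cytokine-cytokine receptor interaction, with 11 of 151 annotated down-regulated DEGs (odds ratio 4.75, adjusted p = 0.0354).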

KEGG pathway enrichment analysis found that the DEGs were significantly enriched in the pathways related to cell growth and metabolism. The down-regulated DEGs enriched pathways include the PI3K-Akt signaling pathway, the JAK-STAT signaling pathway, and the ECM-receptor interaction (Figure 2C). 

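ECM-receptor interaction held 9 of the 151 down-regulated DEGs with a KEGG annotation, where 2.36 would be drawn by chance (odds ratio 4.28, p = 0.000548, adjusted p = 0.0164 from Fisher's exact test over the 30 tests). The genes were CD36, EGFL6, ITGA8, ITGB3, MXRA5, SDC1, SPP1, THBS1 and TNC. The same pathway held 7 up-regulated DEGs, among them COL1A2, LAMA1 and LAMA4 (odds ratio 3.14, adjusted p = 0.0857). The JAK-STAT signaling pathway held 4 down-regulated DEGs, CCND3, LIF, LOC106046136 and SOCS3 (odds ratio 1.64, adjusted p = 0.595). The PI3K-Akt signaling pathway held 1 down-regulated DEG, EPHA2 (odds ratio 0.776, adjusted p = 0.848), and the gene table lists 57 background genes in it.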

The up-regulated DEGs enriched pathways include the calcium signaling pathway, cardiac muscle contraction, and hypertrophic cardiomyopathy (Figure 2D). 

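Of the 154 up-regulated DEGs with a KEGG annotation, 5 belonged to cardiac muscle contraction (CASQ2, MYH15, MYL10, MYL3 and TNNI1), where 1.44 would be drawn by chance (odds ratio 3.77, p = 0.0143, adjusted p = 0.0857 from Fisher's exact test). FNDC3A, MYBPC1, MYOM3 and SGCD belonged to hypertrophic cardiomyopathy (odds ratio 4.71, p = 0.0139, adjusted p = 0.0857 from Fisher's exact test). The calcium signaling pathway held 6 up-regulated DEGs, AGTR1, EDNRA, F2R, PDGFRA, RYR3 and TACR1 (odds ratio 1.77, adjusted p = 0.461). With the GM_1 library left out, hypertrophic cardiomyopathy had an adjusted p-value of 0.0371, and with the DM_2 library left out, cardiac muscle contraction had an adjusted p-value of 0.0463. With the other libraries left out in turn, these adjusted p-values reached 0.664 for hypertrophic cardiomyopathy and 0.315 for cardiac muscle contraction.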

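The gene sets that the paper took for GSEA were not analysed here. Terms of the gene table were tested with camera (limma), a two-sided competitive test that compares the moderated t-statistics of a set with those of the other genes, with an inter-gene correlation of 0.01. For the 9 terms tested, 0 had an adjusted p-value under 0.05 and 0 an unadjusted p-value under 0.05. The 16 tested genes of muscle organ development had a mean log2 fold change of -0.26, with 4 genes higher in DM (adjusted p = 0.425 from camera). The 9 genes of muscle cell differentiation had a mean of 0.16, with 7 genes higher in DM (adjusted p = 0.537). The 85 genes of cell adhesion had a mean of -0.12, with 36 genes higher in DM (adjusted p = 0.614). The 155 genes of the KEGG cell cycle pathway had a mean of -0.08, with 69 genes higher in DM (adjusted p = 0.537). The 38 genes of the KEGG DNA replication pathway had a mean of -0.16, with 13 genes higher in DM (adjusted p = 0.425).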

Next, Gene set enrichment analysis (GSEA) of the RNA-seq data demonstrated that the differentiation of goose myoblast led to the positive enrichment of muscle cell differentiation, muscle organ development, and cell adhesion (Figure 3A). 

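Gene families written by hand before the data were examined were tested in the same way with camera, with an adjustment over 11 families. The mean log2 fold change of the 38 tested genes of the sarcomere and contraction was 0.48, with 25 genes higher in DM (adjusted p = 0.00140). The 27 genes of calcium handling had a mean of 0.33, with 15 genes higher in DM (adjusted p = 0.0229). The 15 myogenic regulators had a mean of -0.58, with 3 genes higher in DM (adjusted p = 0.0100), and the 48 genes of ECM-receptor interaction had a mean of -0.33, with 11 genes higher in DM (adjusted p = 0.005995). The 48 cell cycle genes had a mean of 0.0041, with 27 genes higher in DM (adjusted p = 0.943), and the 32 DNA replication genes had a mean of -0.18, with 11 genes higher in DM (adjusted p = 0.206). With the DM_3 library left out, the DNA replication genes had an adjusted p-value of 0.0228. With the replicate number as a block, calcium handling had an adjusted p-value of 0.0721 and the other 3 families kept an adjusted p-value under 0.05. The setting that moved the result most was the inter-gene correlation, since with the correlation estimated from the data 0 families had an adjusted p-value under 0.05 and 0 an unadjusted p-value under 0.05. Among the myogenic regulators, MYOD1 had 65.6 ± 4.77 FPKM (SD, n = 3) in GM and 27.3 ± 0.768 FPKM (SD, n = 3) in DM, a log2 fold change of -1.23 (adjusted p = 0.000220 from limma). MYOG had 26.3 ± 2.37 FPKM (SD, n = 3) in GM and 19.1 ± 3.26 FPKM (SD, n = 3) in DM (log2 fold change -0.45, adjusted p = 0.0528 from limma).

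**Figure D1:**
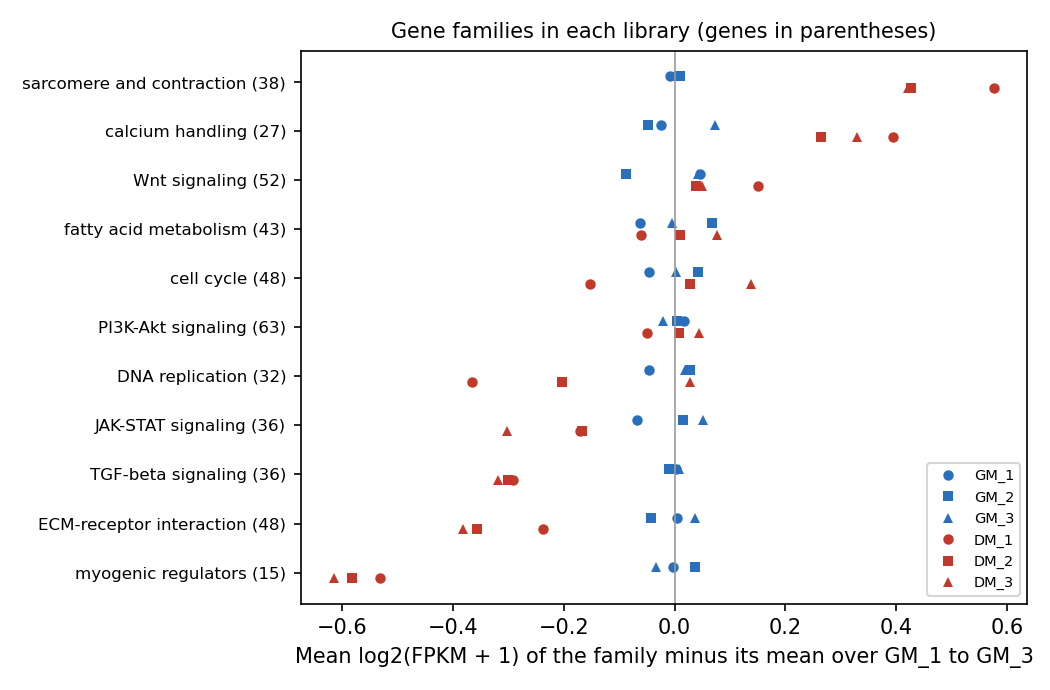
Mean log2(FPKM + 1) of each gene family in each library, minus the mean of the family over the 3 GM libraries; blue points are GM libraries, red points are DM libraries and the marker shape gives the replicate number. For the sarcomere and contraction family the 3 DM libraries lie above the 3 GM libraries, and for the myogenic regulators they lie below.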

Genes related to cell cycle and DNA duplication were enriched in proliferative cells (Figure 3B). We randomly selected some DEGs for qPCR verification. Muscle differentiation-related genes such as *MYH15* and *MyoM* are highly expressed in the differentiation stage. 

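In the RNA-seq libraries, MYH15, a myosin heavy chain gene, had 19.7 ± 0.524 FPKM (SD, n = 3) in GM and 44.7 ± 3.86 FPKM (SD, n = 3) in DM. Its log2 fold change was 1.14 (standard error 0.08, adjusted p = 0.000369 from limma), and it stayed between 1.09 and 1.21 with each library left out in turn. MYOM3, which encodes a myomesin of the sarcomere's M-band, had 1.72 ± 0.0537 FPKM (SD, n = 3) in GM and 7.32 ± 0.124 FPKM (SD, n = 3) in DM, a log2 fold change of 1.61 (standard error 0.07, adjusted p = 0.000124 from limma) that stayed between 1.60 and 1.63. MYH15 and MYOM3 remained DEGs with the replicate number as a block (adjusted p = 0.00556 and 0.00537 from limma).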

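CDKN1A, which encodes the cyclin-dependent kinase inhibitor p21, had 3.08 ± 1.00 FPKM (SD, n = 3) in the GM libraries and 18.3 ± 1.05 FPKM (SD, n = 3) in the DM libraries, a log2 fold change of 2.28 (standard error 0.19, adjusted p = 0.000776 from limma). CCNB1, which encodes cyclin B1, had 17.3 ± 1.62 FPKM (SD, n = 3) in GM and 6.51 ± 0.637 FPKM (SD, n = 3) in DM, a log2 fold change of -1.28 (standard error 0.10, adjusted p = 0.000574 from limma). With the replicate number as a block, the adjusted p-values were 0.00666 for CDKN1A and 0.00537 for CCNB1. Of the 48 tested genes of the cell cycle family, 4 were DEGs, and the others were CCND3, lower in DM, and CDKN2C, higher in DM.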

Cell cycle-related genes, such as *CDKN1A* and *CCNB1*, are significant differences in expression between the two stages (Figure 3C). These results are consistent with the RNA sequencing results (Figure 3D). 

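Of the genes in Figure 3D, 12 were found by their symbols in the gene table, 9 were tested and 8 were DEGs in the direction that Figure 3D shows. MYL3, a myosin light chain gene, rose from 0.597 ± 0.102 FPKM (SD, n = 3) in GM to 9.54 ± 0.139 FPKM (SD, n = 3) in DM, a log2 fold change of 2.72 (adjusted p = 7.57e-05 from limma). The log2 fold change was 1.75 for IGFBP7 (adjusted p = 0.000197 from limma), 1.44 for MYOZ1 (adjusted p = 0.000379) and -1.63 for IGFBP4 (adjusted p = 0.000463). PLK3 had a log2 fold change of -0.94 (adjusted p = 0.00277 from limma) and was not past the limit on the fold change. It was past that limit with a pseudocount of 0.1, at -1.22. LHCGR, PKP1 and FLT4 had a mean below 0.5 FPKM and were not tested. In GM and DM, LHCGR had 0.0139 ± 0.0240 FPKM (SD, n = 3) and 0.314 ± 0.0164 FPKM (SD, n = 3), PKP1 had 0.292 ± 0.0170 FPKM (SD, n = 3) and 0.0161 ± 0.0169 FPKM (SD, n = 3), and FLT4 had 0.209 ± 0.0284 FPKM (SD, n = 3) and 0.0177 ± 0.00433 FPKM (SD, n = 3). GAPDH, the reference gene of the qPCR, had 2392 ± 148.8 FPKM (SD, n = 3) in GM and 3727 ± 309 FPKM (SD, n = 3) in DM, a log2 fold change of 0.64 (adjusted p = 0.00560 from limma).

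**Figure D2:**
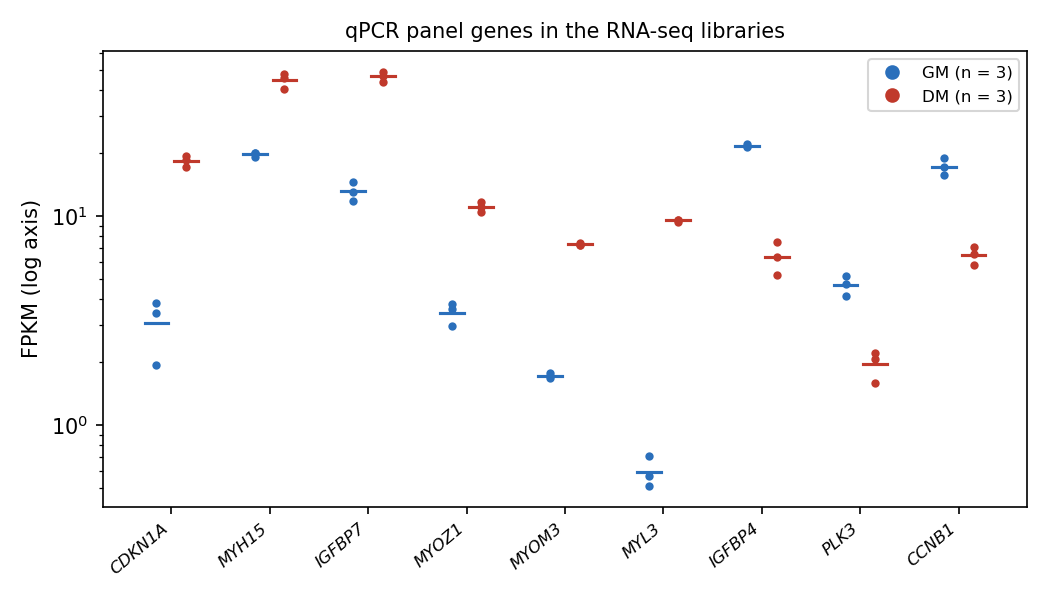
FPKM of the 9 tested genes of the qPCR panel in each library, on a log axis; points are libraries, lines are group means, blue is GM and red is DM. MYL3 has 0.597 FPKM on average in GM and 9.54 FPKM in DM.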

### 3.3. Differential Splicing Analysis of mRNA during Goose Myoblast Differentiation

When DNA is transcribed into RNA, it is first transcribed into Pre-mRNA by RNA polymerase. Pre-mRNA is spliced into mature mRNA by the spliceosome, and the mature RNA can be further translated into protein [31,32]. Different types of cells can produce different splicing variants through variable splicing [33,34]. Therefore, we next analyzed the differentially splicing genes (DSGs) between goose myoblast and myotube (Table 3). A total of 854 DSGs were found between the two groups (Supplementary File S3), and the main splicing type is skipped exon (SE), which accounts for 67.70% (Figure 4A). GO and KEGG analyses were performed on the 854 DSGs. A KEGG pathway analysis found that DSGs were mainly enriched in the Wnt signaling pathway and fatty acid biosynthesis (Figure 4B). A GO enrichment analysis found that the DSGs were enriched in skeletal muscle tissue development, sequence-specific DNA binding, and regulation of alternative mRNA splicing, via spliceosome (Figure 4C). We also analyzed genes that were both differentially expressed and differentially spliced. A total of 43 genes were significantly differentially expressed and differentially spliced between the two groups (Figure 4D, Table S1). 

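The paper's list of 854 DSGs comes from its supplementary file and was set against the DEGs called here. Of the tested genes, 716 are on that list, and 21 of them were DEGs, where 28.8 would be drawn by chance from 417 DEGs (odds ratio 0.71, p = 0.139 from a two-sided Fisher's exact test). With the 384 tested DSGs that have an event with an rMATS FDR under 0.05, 8 were shared (odds ratio 0.50, p = 0.0467 from Fisher's exact test). With the replicate number as a block, 20 genes were shared. Of the 43 genes that the paper lists as shared, 34 were tested, 31 had an adjusted p-value under 0.05 from limma and 17 were DEGs, 12 higher and 5 lower in DM.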

The functional analysis found that the 43 genes were significantly enriched in an extracellular matrix and actin binding (Table 4).

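Of the 14 genes in Table 4, 11 were tested, and COL26A1, ADAMTS13 and DST were not analysed here. TNC, which encodes the matrix glycoprotein tenascin C, had 118 ± 3.80 FPKM (SD, n = 3) in GM and 22.3 ± 3.22 FPKM (SD, n = 3) in DM, a log2 fold change of -2.36 (adjusted p = 0.000133 from limma). POSTN, which encodes periostin, fell from 374.8 ± 14.1 FPKM (SD, n = 3) to 125.8 ± 17.2 FPKM (SD, n = 3), with a log2 fold change of -1.58 (adjusted p = 0.000390 from limma), and MYO1C had a log2 fold change of -1.03. ELN, which encodes elastin, rose from 0.837 ± 0.0939 FPKM (SD, n = 3) to 4.31 ± 1.17 FPKM (SD, n = 3), with a log2 fold change of 1.51 (adjusted p = 0.00169 from limma). SMOC2 had a log2 fold change of 1.10, and its adjusted p-value was 0.0436 and reached 0.121 with a library left out. SVIL (0.98), ABLIM1 (0.97), COL24A1 (0.66) and DMD (0.63) had log2 fold changes short of the limit, with adjusted p-values under 0.05 from limma, and CMYA5 had 0.58 (adjusted p = 0.0939).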

### 3.4. Differential Expression Analysis of LncRNA during Goose Myoblasts Differentiation

The development of myogenesis is regulated by epigenetic factors, including DNA methylation, RNA methylation, histone modification, and noncoding RNA [35,36,37]. There have been many reports on the research of lncRNA in poultry [38,39]. 

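For lncRNAs, the authors deposited FPKM values of 14993 transcripts outside the known annotation in the same 6 libraries, assembled with StringTie, longer than 200 bases in the paper's methods and screened for coding potential with CPC and CNCI. Each transcript has a scaffold, a start and an end, and the table names the coding gene at its position where there is one. The same limma model was fitted to log2(FPKM + 1) of the 12988 transcripts with a mean of at least 0.5 FPKM, with the thresholds used for genes, and read counts were again not among the values. Over the transcripts above 0.0001 FPKM in a library, the median FPKM was 1.40 in GM_1, 1.03 in GM_2 and 1.19 in GM_3. It was 1.13 in DM_1, 0.789 in DM_2 and 0.813 in DM_3. The 10 transcripts with the highest FPKM held between 53.8% and 80.2% of the total lncRNA FPKM of a library. Across transcripts, Pearson's correlation of log2(FPKM + 1) ran from 0.712 to 0.770 between libraries of the same stage and from 0.626 to 0.676 between stages. In simulated data with 200 changed transcripts per table and a 4-fold change, 81.0% of the changed genes and 12.0% of the changed lncRNAs were called, so that many lncRNA changes of that size would not be detected with 3 libraries per stage.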

In this study, we examined the differential expression analysis of lncRNA in the proliferation stage and differentiation stage of Shitou goose myoblasts. A total of 244 DE-lncRNAs were found between the two groups (Figure 5A). 

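Of the 12988 lncRNAs tested, 261 were DE-lncRNAs, 73 higher and 188 lower in DM. With the FPKM quantile-normalized between libraries, 152 were higher and 93 lower in DM, so that the direction of the majority depends on the scaling. The median log2 fold change of all tested lncRNAs was -0.22 and became -0.03 after quantile normalization. The mean correlation between same-numbered libraries, after removal of the stage means, was 0.0623 across lncRNAs, against -0.0311 for other pairs. As for genes, the latter value is tied to the former. With the replicate number as a block, 23 lncRNAs were higher and 49 lower in DM, and 69 DE-lncRNAs were shared with the model without the block. With each library left out in turn, between 50 and 134 lncRNAs were DE-lncRNAs. Of the 261 DE-lncRNAs, 73 are among the 209 that the authors' own comparison marks as significant, all 73 with the same direction. Each of those 209 has an unadjusted p-value under 0.05 and a log2 fold change of more than 1 in either direction. With the authors' adjusted p-values in place of the unadjusted ones, 65 lncRNAs pass, 40 higher in GM and 25 higher in DM. The lncRNAs given here are among those with the smallest adjusted p-values in each direction. A lncRNA that lies between 32348 and 32628 on its scaffold, outside any annotated gene, had 4.28 ± 1.04 FPKM (SD, n = 3) in GM and 37.4 ± 3.02 FPKM (SD, n = 3) in DM, a log2 fold change of 2.88 (adjusted p = 0.00101 from limma). A lncRNA between 834694 and 837721, also outside genes, rose from 0.896 ± 0.122 FPKM (SD, n = 3) to 8.79 ± 0.365 FPKM (SD, n = 3), with a log2 fold change of 2.37 (adjusted p = 0.00101). A lncRNA between 85938 and 86242, outside genes, had 18928 FPKM in GM_1, 48150 FPKM in GM_2 and 15323 FPKM in GM_3, and was listed at 0.0001 FPKM in every DM library (adjusted p = 4.23e-06). It is 1 of 21 overlapping or neighboring transcripts of the same region, which together held between 50.6% and 78.2% of the total lncRNA FPKM of a library.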

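The genes that the lncRNA table names at the positions of DE-lncRNAs were tested for terms with a one-sided Fisher's exact test, against the genes named at all tested lncRNAs. This test was chosen after the data were examined. The paper's methods describe a functional analysis of cis-targets, DEGs in a window around each lncRNA, which is a different set of genes. With 53 annotated genes at DE-lncRNAs and a background of 1549 genes for KEGG, 0 belonged to the cGMP-PKG signaling pathway, 0 to the calcium signaling pathway and 0 to the cAMP signaling pathway. By chance 0.308, 1.54 and 0.376 genes would be drawn, so these counts of 0 say little about the pathways. DAAM1 belonged to the Wnt signaling pathway (odds ratio 0.758, p = 0.738, adjusted p = 1 from Fisher's exact test). Of the 8 KEGG and GO terms tested, 0 had an adjusted p-value under 0.05 and 0 an unadjusted p-value under 0.05.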

A KEGG enrichment analysis found that DE-lncRNAs were enriched in the cGMP-PKG signaling pathway, the calcium signaling pathway, the Wnt signaling pathway, and the cAMP signaling pathway (Figure 5B). These pathways are related to muscle development [40,41]. 

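Among 75 annotated genes at DE-lncRNAs, with a background of 2441 genes for GO, DACH2, LOC106029474 and PRMT3 belonged to regulation of transcription (odds ratio 1.31, p = 0.416 from Fisher's exact test), and RGCC, RUNX1 and VGLL2 to positive regulation of transcription from RNA polymerase II promoter (odds ratio 0.780, p = 0.740). The adjusted p-value was 1 for each of these terms.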

A GO analysis of DE-lncRNA found that the functions of lncRNAs were mainly enriched in epigenetic regulation, such as transcriptional regulation and transcriptional regulation of an RNA polymerase promoter (Figure 5C). Next, we constructed a putative DE-lncRNA-DEGs interactive network involved in goose myogenesis. 

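The gene table analysed here gives no coordinates, so that pairs within a window around each lncRNA were not formed. Instead, each DE-lncRNA was paired with a DEG that the lncRNA table names at its position, a rule chosen after the data were examined. This gave 25 pairs with 23 DEGs, of which 15 lncRNAs lay inside an intron of the gene. Of the lncRNAs drawn in Figure 6, 133 were read from the figure at 29 genes, and those at SRFBP1 overlap too much to be read. Each of the 133 is named in the lncRNA table at the gene to which Figure 6 joins it, 115 of them inside an intron. Of these 133 lncRNAs, 112 reached a mean of 0.5 FPKM, 23 of the 112 had an unadjusted p-value under 0.05 and 2 were DE-lncRNAs, 1 at GRIP2 and 1 at TPD52. The authors' own comparison marks 1 of the 133 as significant. Of the 30 genes at the centers of Figure 6, 26 were tested, 12 had an adjusted p-value under 0.05 from limma and 1, TENM4, was a DEG. TENM4 had 2.97 ± 0.0798 FPKM (SD, n = 3) in GM and 7.61 ± 1.56 FPKM (SD, n = 3) in DM (log2 fold change 1.10, adjusted p = 0.00285 from limma).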

Among them, 316 lncRNAs were found to target 150 cis-DEGs, with a total of 631 pairs of lncRNA-mRNA connections (Figure 6, Supplementary Figure S2). 

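In 25 of the 25 pairs of a DE-lncRNA and a DEG at the same position, both changed in the same direction, where permutation of the directions among the lncRNAs gave 13.5 pairs on average (p = 0.0001, the smallest that 10000 permutations give). After removal of lncRNAs that share exons with the gene on the same strand, 18 of 18 pairs had the same direction (permutation p = 0.0002). In 15 of these 18 pairs the lncRNA lay inside an intron of the gene. Unspliced RNA of the gene would also give the same direction there, so this removal cannot tell it apart from a separate lncRNA. In the other 3 pairs the lncRNA overlapped exons of the gene on the opposite strand, so those pairs are not clear of the gene either. With the replicate number as a block, 9 of 9 pairs had the same direction (permutation p = 0.0131), and with DE-lncRNAs called by the unadjusted p-value, 37 of 38 pairs did. From adjacency in the genome and a shared expression pattern, the paper reasons that such genes are probable cis-targets of the lncRNAs.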

The expression relationship of 378 pairs of lncRNA-mRNA is positive, and the expression relationship of 253 pairs of lncRNA-mRNA is negative.

## 4. Discussion

In this study, we identified the genes and pathways related to the proliferation and differentiation of Shitou goose myoblasts through transcriptomics and spliceomics analysis. Since the proliferation and differentiation of myoblasts affect muscle growth and hypertrophy [42], the determination of related genes and pathways has important reference value for subsequent meat goose breeding. We also found that there was different splicing of multiple genes during myoblast proliferation and differentiation, indicating that one gene may play different roles in the regulation of muscle development.

Animal meat production mainly depends on the increase in the number of muscle fibers and muscle fiber hypertrophy. Previous studies have shown that the number of muscle fibers does not increase after birth and acquired muscle growth mainly depends on muscle fiber hypertrophy [43]. As a large goose species, the Shitou goose has faster muscle development before hatching, and it has more and larger muscle fibers than the small goose species [8]. Similarly, a chicken with high weight selection grows faster in the later stage of embryonic development than a chicken with low weight selection [44]. These results suggest that more and faster muscle fiber development before hatching is critical for the postnatal growth of the Shitou goose. The sequencing samples in this study are myoblasts isolated from 15 embryonic Shitou goose embryos. The myoblasts obtained in this period have active proliferation and differentiation potential [45], better reflecting the proliferation of myoblasts in the embryonic stage of Shitou goose and showing the process of differentiation and fusion of myoblasts to form polynuclear muscle fibers.

In recent years, it has become more and more popular to use bioinformatics to analyze changes in mRNA expression profiles of growth and development in non-model animals. As an excellent meat goose variety, it is very important to study the mRNA expression profile for the regulation of Shitou goose muscle development. In birds, muscle growth and development are regulated by a variety of signaling pathways, including the JAK-STAT signaling pathway [46], the MAPK signaling pathway [47,48], the PI3k pathway [49], the focal adhesion pathway [50], the TGF-β signaling pathway [51] and so on. In this study, we found that the JAK-STAT signaling pathway and PI3k pathway were significantly enriched in DEGs during goose proliferation (down-DEGs). Many studies on these signaling pathways related to muscle have been reported. For example, the JAK-STAT signaling pathway is related to satellite cell proliferation and muscle atrophy [52]. In the mouse model, the JAK-STAT signaling pathway is related to Critical Illness Myopathy (CIM), and Chronic JAK/STAT activation promoters loss of muscle mass and function [53]. The P13K-Akt signaling pathway at the GM stage is significantly enriched (Figure 2C), indicating that it plays an important role in the proliferation of Shitou goose myoblasts and skeletal muscle development. 

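The 63 tested genes of a PI3K-Akt family written before the data were examined had a mean log2 fold change of 0.00069 between DM and GM, with 32 genes higher in DM (adjusted p = 0.943 from camera). Of these genes, 3 were up-regulated DEGs (FIGF, PDGFRA and PIK3R3) and 3 were down-regulated DEGs (FGF13, FGFR4 and PDGFA). The 36 tested JAK-STAT genes had a mean of -0.21, with 13 genes higher in DM (adjusted p = 0.212), and LIF and SOCS3 were down-regulated DEGs. From the enrichment at the GM stage, the paper reasons that the PI3K-Akt signaling pathway plays a part in the proliferation of myoblasts.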

The PI3K Akt signaling pathway is highly conserved in animals [54] and plays an important role in normal cell activities related to cell growth, proliferation, movement, survival, metabolism, and apoptosis [55]. The PI3K-Akt signaling pathway is also associated with muscle-related diseases and muscle development [56], indicating that this pathway may play an important regulatory role in Shitou goose muscle development.

This study not only analyzed the DEGs based on transcriptome sequencing data but also analyzed the DSGs during goose myoblast differentiation. Splicing depends on the dynamic assembly of ribonucleoprotein complexes, including spliceosomes and a large number of helper proteins. The spliceosomes influence the fate of RNA and cell developmental processes by selecting alternative splicing sites [9]. At the single-cell level, the dynamic splicing of RNA is the key to the bioinformatics evaluation of cell fate [57]. This suggests that differential splicing may be an important factor for the smooth progress of cell differentiation during the muscle development of the Shitou goose. Some pieces of literature have pointed out that some signaling pathways can indirectly affect cell fate by affecting splicing factors, such as the MAPK signaling pathway [58] and the Wnt signaling pathway [59]. The data of this study also showed that the DEGs and DSGs during Shitou goose myoblasts differentiation were significantly enriched in the Wnt signaling pathway, indicating that this pathway may regulate the proliferation and differentiation of myoblasts by affecting gene signaling transduction and mRNA splicing.

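In the DEGs called here, the Wnt signaling pathway held 5 of 154 annotated up-regulated genes (FZD7, SERPINF1, SFRP2, SFRP4 and WNT11), where 3.87 would be drawn by chance (odds ratio 1.31, p = 0.345, adjusted p = 0.618 from Fisher's exact test). It held 6 of 151 down-regulated genes (BAMBI, CCND3, CTBP2, LMCD1, LOC106044678 and MMP7), where 3.80 would be drawn by chance (odds ratio 1.63, p = 0.179, adjusted p = 0.538 from Fisher's exact test). The 52 tested genes of the Wnt family had a mean log2 fold change of 0.08, with 27 genes higher in DM (adjusted p = 0.542 from camera).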

## 5. Conclusions

In conclusion, we constructed the mRNA and lncRNA expression profiles of Shitou geese during myoblast differentiation. A total of 1664 DEGs, 854 DSGs, and 244 DE-lncRNAs were identified between myoblasts and myotubes. By analyzing the biological functions of DEGs, DSGs, and DE-lncRNAs, a set of signaling pathways, such as the Wnt signaling pathway, was found to be highly related to the muscle development of Shitou geese. The results of this study can provide a basis for a follow-up study on the mechanism of goose muscle growth and development.

## Figures and Tables

**Figure 1:**
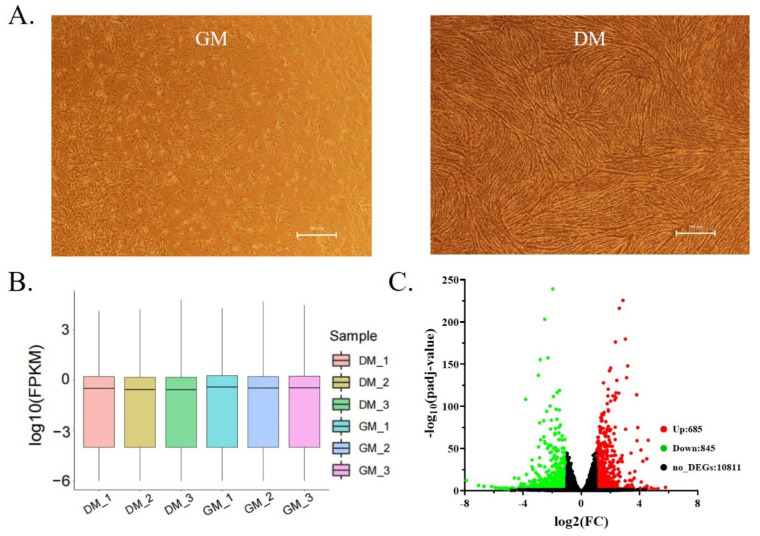
Shitou goose myoblasts isolation and transcriptome sequencing. (**A**) The state of proliferation and differentiation of Shitou goose myoblasts; (**B**) box diagram of transcriptome expression of each sample; (**C**) the volcano plot showing DEGs between GM and DM.

**Figure 2:**
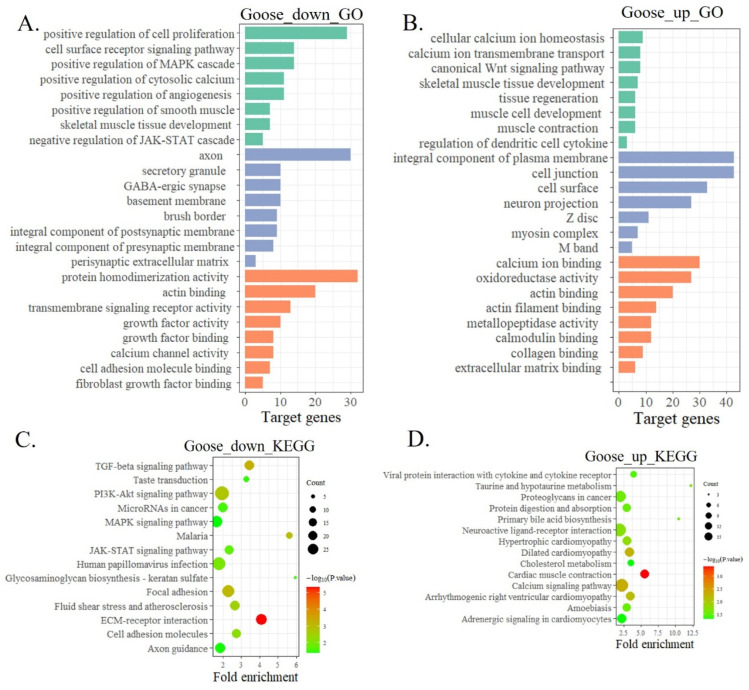
A functional analysis of DEGs between Shitou goose myoblasts and myotubes. (**A**) Gene Ontology enrichment of down-regulated DEGs; (**B**) gene ontology enrichment of up-regulated DEGs; (**C**) the significantly enriched KEGG pathways of down-regulated DEGs; (**D**) the significantly enriched KEGG pathways of up-regulated DEGs.

**Figure 3:**
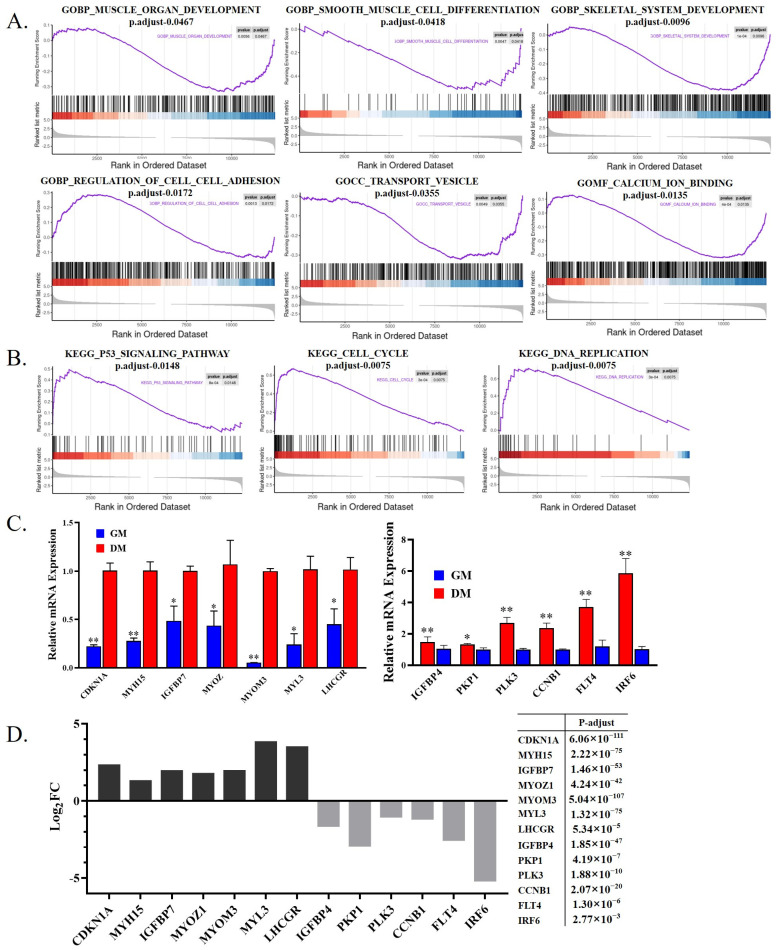
A gene set enrichment analysis of DEGs between Shitou goose myoblasts and myotubes. (**A**) Significantly enriched Gene Ontology terms by GSEA analysis; (**B**) significantly enriched KEGG pathways by GSEA analysis; (**C**) qPCR validation of some DEGs involved in muscle development; (**D**) RNA-seq results of some DEGs involved in muscle development. The data in C are mean ± S.E.M. with three replicates per group. One-sample *t*-test was used to assess the difference between the two groups. * *p* < 0.05; ** *p* < 0.01.

**Figure 4:**
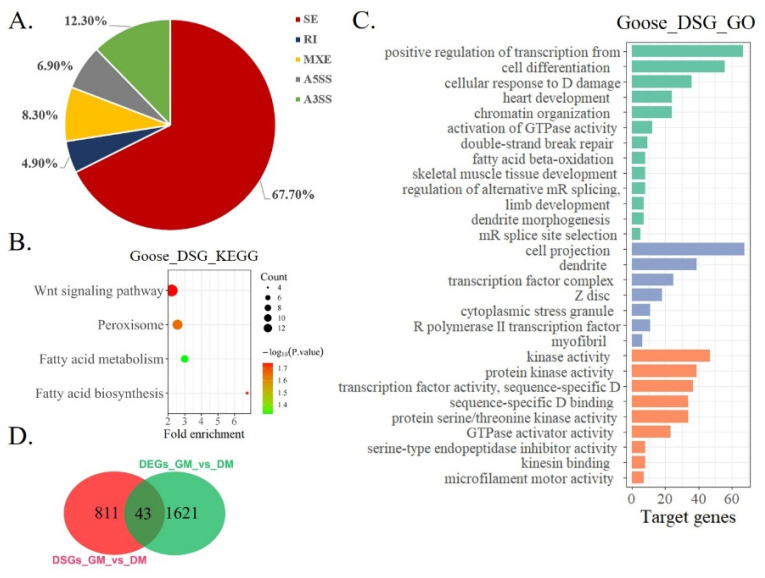
A differential splicing analysis of mRNA during goose myoblast differentiation. (**A**) The proportion of various types of DSGs. SE: Skipped Exon. RI: Retained Intron. MXE: Mutually Exclusive Exons. A5SS: Alternative 5′ Splice Site. A3SS: Alternative 3′ Splice Site; (**B**) KEGG enrichment analysis of DSGs between proliferative and differentiated myoblasts; (**C**) GO enrichment analysis of DSGs; (**D**) Venn diagram of DEGs & DSGs.

**Figure 5:**
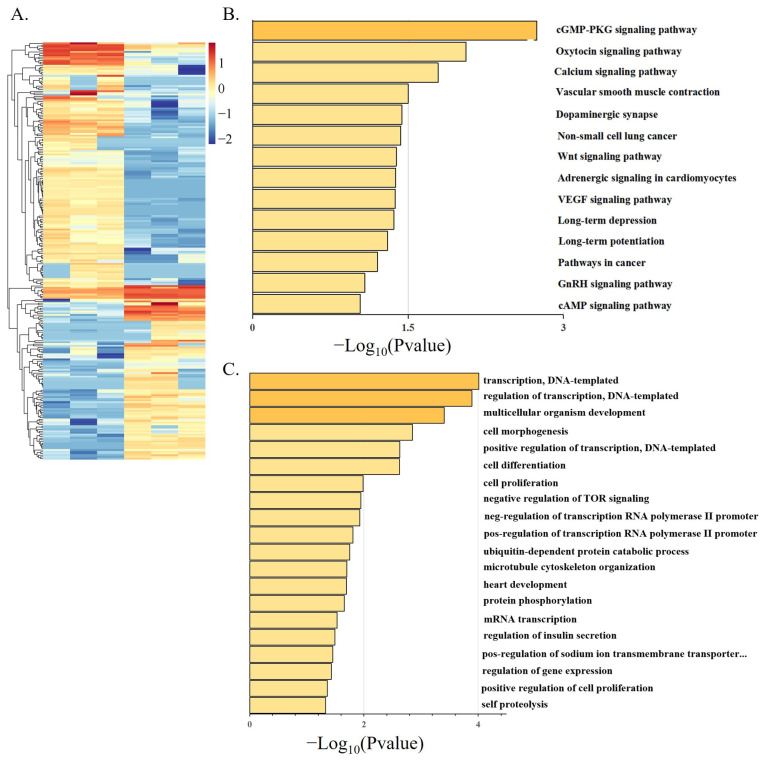
Differential expression analysis of LncRNA during Shitou goose myoblasts differentiation. (**A**) Heat map of DE-lncRNA. The heatmap was constructed using Log10 (FPKM) values.; (**B**) enriched KEGG pathway of DE-lncRNAs; (**C**) GO enrichment of DE-lncRNAs.

**Figure 6:**
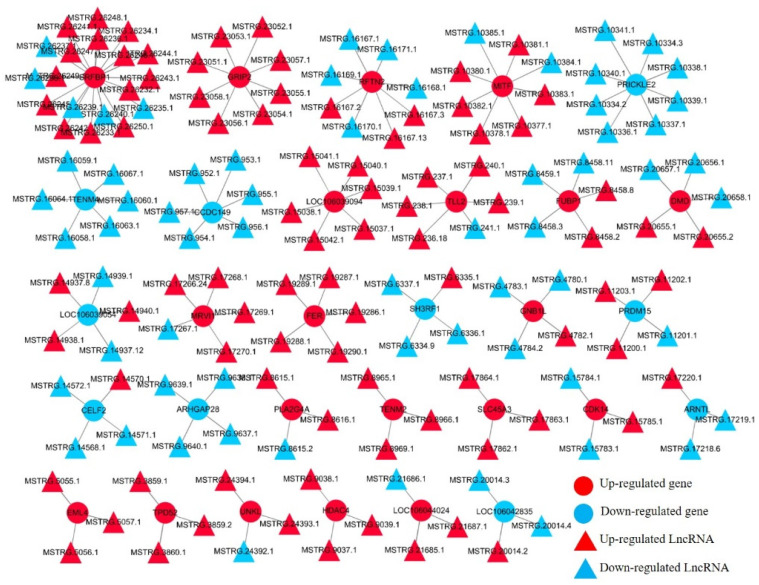
A DE-lncRNA-DEGs interaction network during goose myogenesis.

**Table 1:** A comparison of sequencing data among samples.

Samples	Raw Data (Read)	Valid Data (Read)	Mapped Reads	Unique Mapped Reads	Q30%	GC Content %
GM_1	70689352	63945928 (90.46%)	60857652 (86.13%)	57736805 (72.17%)	98.70%	47%
GM_2	79467030	73247104 (92.17%)	69218212 (85.90%)	59177117 (73.44%)	98.62%	48%
GM_3	74221168	68726348 (92.60%)	60857652 (86.13%)	52009319 (73.61%)	98.63%	48%
DM_1	86604440	80002650 (92.38%)	55637470 (87.01%)	47301347 (73.97%)	98.47%	47%
DM_2	89152764	80578354 (90.38%)	63493532 (86.68%)	53952475 (73.66%)	98.57%	47%
DM_3	78730378	70658744 (89.75%)	59425642 (86.47%)	50403679 (73.34%)	98.76%	47%

**Table 2:** The top ten DEGs.

The Top Ten Genes Up-Regulated during Myoblast Differentiation			The Top Ten Genes Down-Regulated during Myoblast Differentiation		
Name	Log2FC	−log_10_(*padj* Value)	Name	Log2FC	−log_10_(*padj* Value)
*NMUR2*	5.003212	2.054442	*ESPN*	−5.89484	3.649857
*SLC14A2*	4.787548	3.415658	*MPZL3*	−5.83747	3.542505
*FIGF*	4.586098	59.866965	*SCARF1*	−5.62258	3.159790
*MYRFL*	4.519206	2.034318	*GFAP*	−5.58841	3.122162
*SHANK1*	4.505554	1.395063	*FAM83A*	−5.31	2.557658
*NYAP2*	4.505405	5.634583	*SFN*	−5.28109	3.142785
*GADL1*	4.346948	3.736134	*IRF6*	−5.22921	2.558212
*WNT11*	4.222275	35.025755	*TMPRSS4*	−5.14386	2.382782
*KCNJ16*	4.113374	10.443003	*SDCBP2*	−4.98299	2.099845
*CKMT2*	4.087084	48.253844	*GJA4*	−4.86464	1.923671

**Table 3:** The top ten DSGs.

Exon Skipping		Intron Retention		Mutually Exclusive Exon		Alternative 5′ Splice Site		Alternative 3′ Splice Site	
Name	LncLevel Diff.	Name	LncLevel Diff.	Name	LncLevel Diff.	Name	LncLevel Diff.	Name	LncLevel Diff.
*SORBS2*	0.508	*LOC106031985*	0.508	*SORBS2*	0.721	*SORBS2*	0.574	*RBM27*	0.719
*KCTD17*	0.788	*LOC106047490*	0.434	*KLF12*	0.667	*GZF1*	0.551	*PTPN3*	0.667
*AP1S2*	0.755	*MOB3C*	0.425	*LOC106042308*	0.464	*ARPP21*	0.551	*RAPGEF1*	0.603
*REEP1*	0.659	*ZNF644*	0.415	*HENMT1*	0.436	*SYNCRIP*	0.537	*LOC106032270*	0.59
*CAMSAP2*	0.627	*SLC39A3*	0.406	*ACSL6*	0.431	*LOC106031985*	0.465	*MPP3*	0.567
*PBX3*	0.625	*TMEM40*	0.382	*NCAM1*	0.423	*LOC106031985*	0.463	*PRLR*	0.55
*FAM76B*	0.624	*IRF1*	0.376	*ABLIM3*	0.41	*PLAT*	0.448	*CYSLTR2*	0.535
*NCAM1*	0.618	*NFKBIZ*	0.343	*FHL5*	0.365	*SLC39A10*	0.441	*PRLR*	0.529
*TPD52L1*	0.607	*LOC106044164*	0.336	*PCNXL2*	0.36	*LOC106032100*	0.441	*PRLR*	0.523
*EHMT1*	0.606	*SLC6A1*	0.333	*EPHB6*	0.356	*HDAC9*	0.439	*LOC106031985*	0.518

**Table 4:** GO analysis of differentially spliced genes.

GO_Term	DS-Gene	Count	FDR (Adjusted *p*-Value)
extracellular matrix	*SMOC2, POSTN, COL26A1, ADAMTS13, COL24A1, ELN, TNC*	7	0.00062
Costamere	*SVIL, CMYA5, DMD*	3	0.01734
actin cytoskeleton	*SVIL, ABLIM1, MYO1C, ABLIM2, DST*	5	0.01997
actin binding	*SVIL, ABLIM1, MYO1C, ABLIM2, DST, DMD*	6	0.03799
extracellular matrix structural constituent	*POSTN, COL24A1, ELN, TNC*	4	0.04167

## Data Availability

The datasets supporting the conclusions of this article are available in GEO: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE213147, public on 15 September 2022. The data analysis pipeline (Linux code and R scripts) is provided as a zip file in the supplemental materials.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ani12212956/s1, Supplementary Figure S1: LncRNA and mRNA analysis process; Supplementary Figure S2: DE-lncRNA-DEGs interaction network during goose myogenesis; Supplementary Table S1: 43 differentially expressed genes with simultaneous differential splicing; Supplementary File S1: Codes for Gene differential splicing analysis; Supplementary File S2: codes for R Studio; Supplementary File S3: Differentially splicing genes in the main splicing type.

# Supplementary material for: Transcriptome Sequencing Reveals Pathways Related to Proliferation and Differentiation of Shitou Goose Myoblasts
**Source:** Animals (Basel). 2022 Oct 27;12(21):2956. doi: 10.3390/ani12212956
**Supplement:** Supplementary file 1

Supplementary information

**Table S1.** 43 differentially expressed genes with simultaneous differential splicing

| DSGs VS DEGs  |                |               |                |                     |               |                     |                |
|---------------|----------------|---------------|----------------|---------------------|---------------|---------------------|----------------|
| <b>DNM1</b>   | <b>CMYA5</b>   | <b>GSG1L</b>  | <b>GPC3</b>    | <b>ABLIM1</b>       | <b>ELN</b>    | <b>LOC106033184</b> | <b>IL17REL</b> |
| <b>ADAM19</b> | <b>RUNX1T1</b> | <b>ZDHHC1</b> | <b>DMD</b>     | <b>LOC106032910</b> | <b>QPCT</b>   | <b>LOC106032265</b> |                |
| <b>SLC9A9</b> | <b>CMKLR1</b>  | <b>POSTN</b>  | <b>KLHL5</b>   | <b>MYO1C</b>        | <b>ABLIM2</b> | <b>LOC106030353</b> |                |
| <b>SORBS2</b> | <b>ZNF536</b>  | <b>UNC5C</b>  | <b>COL26A1</b> | <b>DHRS7C</b>       | <b>P4HA2</b>  | <b>DST</b>          |                |
| <b>KIF25</b>  | <b>TPD52L1</b> | <b>TENM3</b>  | <b>COL24A1</b> | <b>USP54</b>        | <b>TNC</b>    | <b>ADAMTS13</b>     |                |
| <b>SVIL</b>   | <b>SMOC2</b>   | <b>CELF2</b>  | <b>SLC4A4</b>  | <b>VLDLR</b>        | <b>DAB2</b>   | <b>PTPN3</b>        |                |

How the deposited data were processed for this re-analysis (not part of the article)

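RNA of 6 cultures of Shitou goose myoblasts was measured, 3 in the proliferation stage (GM) and 3 in the differentiation stage (DM), with 1 library per culture. The paper's methods describe both myoblasts mixed from embryos and divided into cultures and RNA-seq data from geese, and the libraries were treated as cultures of a mixed pool. The authors trimmed the reads with Cutadapt, mapped them to the goose genome, assembled transcripts with StringTie and deposited FPKM values estimated with StringTie and Ballgown, with 0.0001 in place of 0, for 14283 genes and 14993 lncRNA transcripts outside the known annotation. The deposited tables also hold the authors' own comparison as a ratio of mean FPKM in GM to that in DM, its log2 value, and a p-value with its adjusted p-value. Testing on the tables showed that the ratio equals that of the group means in all 14283 genes and all 14993 lncRNAs. The lncRNA table further gives the length of each transcript as the authors' assembly lists it. All 6 libraries were used, and 0 per-sample columns were left out.

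The plan made before the data were examined foresaw the authors' tool, edgeR, for read counts and limma for FPKM. Since the values were FPKM, the limma route of that plan applied, and the alternatives of that plan that need counts (another package's size factors, upper-quartile normalization, an exact test and a filter on counts) were not run. With R 4.3.3 and limma 3.58.1, log2(FPKM + 1) was fitted with lmFit and eBayes with a trend over rows with a mean of at least 0.5 FPKM, 10381 genes and 12988 lncRNAs. p-values were adjusted by the Benjamini-Hochberg method, and a row was called at an adjusted p-value under 0.05 and a log2 fold change (DM over GM) of more than 1 in either direction. Because the values carry no counts, the depth is unknown and no intervals from counting are given, and the number of libraries limits the precision. An exact permutation test of 3 libraries against 3 cannot go below p = 0.1. The paper's table of reads gives 47301347 to 59177117 uniquely mapped reads per library.

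Terms were taken from the annotation in the gene table and tested with one-sided Fisher's exact tests, separately for each direction, with the annotated tested genes as the background. Gene families written by hand before the data were examined were tested with camera at an inter-gene correlation of 0.01. The overlap of the paper's DSGs with DEGs was tested with a two-sided Fisher's exact test. In the paper's list of DSGs some names have been turned into dates and could not be joined. Directions of DE-lncRNAs and DEGs at the same position were compared with 10000 permutations. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these steps, apart from camera in limma, and for the figures.

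The method was tested on simulated data with 200 changed rows and a 4-fold change. For genes, 81.0% of changed rows were called, 91.7% of those with at least 5 FPKM, with 3 false calls. For lncRNAs, 12.0% were called, with 2 false calls. In camera, the 1 shifted set of 11 sets drawn at random was found. The simulated noise was independent between genes, so this does not test the setting of the inter-gene correlation.

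The genes named in the text were set by a rule before the data were examined. They are the genes of Table 2, Figure 3D, Table 4 and Figure 6, members of the gene families, and the 5 DEGs with the largest rise and the 5 with the largest fall among those with at least 5 FPKM in the higher stage and no overlap between stages. For lncRNAs they are the 2 risen and the 2 fallen DE-lncRNAs with the smallest adjusted p-values. Other genes are named as the members of a term or pair. Some results under these rules are not reported here. Alternatives set before the data were examined were a pseudocount of 0.1, no filter, a mean of at least 2 FPKM, quantile normalization, the unadjusted p-value, no limit on the fold change, each library left out in turn, and the replicate number as a block. Alternatives added after the data were examined were no filter together with a pseudocount of 0.1, transcripts summed over a locus, the terms of the gene table in camera, the other settings of the DEGs for gene families and for the overlap with DSGs, and pairs by position. Pairs within a window of the genome were left out because the gene table gives no coordinates. The splicing and qPCR measurements, and genes whose symbols are not in the table, were not analysed here.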

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

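The tests of the named DEGs were set before their results were seen, and the tests of GAPDH were chosen after its values had been seen. In each case the signal lies in genes whose expression the paper's main text does not discuss.

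The 5 DEGs with the largest rise and the 5 with the largest fall, among DEGs with at least 5 FPKM in the higher stage, are not named in the paper's main text. The paper's supplementary comparison of DSGs and DEGs lists them as DEGs apart from DAP, RILPL1 and DNAJC12. The log2 fold changes of those that rose in DM were 3.18 for LOC106034024, 3.10 for DAP, 3.00 for LOC106047522, 2.83 for RILPL1 and 2.78 for DNAJC12. Those that fell had -3.84 for LMCD1, -3.76 for LOC106049127, -3.14 for TNFRSF6B, -2.90 for SPP1 and -2.70 for RBP7. LMCD1 had 27.2 ± 3.00 FPKM (SD, n = 3) in GM and 0.967 ± 0.152 FPKM (SD, n = 3) in DM. LOC106049127 had 12.5 ± 0.325 FPKM (SD, n = 3) in GM and was listed at 0.0001 FPKM in every DM library. Scaling between libraries was examined by quantile normalization, after which 10 of the 10 genes were DEGs. Dependence on a single library was examined by leaving each out, and 9 of the 10 genes were DEGs in each of those fits. The exception was DAP, whose FPKM was 20.3 in GM_3 against 1.57 in GM_1 and 1.15 in GM_2. The adjusted p-value of DAP was 0.0478, and with the replicate number as a block it was 0.0683. The median FPKM of a library, over its genes above 0.0001 FPKM, ran from 3.70 to 3.94, so scaling between libraries does not account for changes of this size. In the fits that each left out a library, the log2 fold change of DAP stayed between 2.51 and 4.16 and its adjusted p-value reached 0.134, so that its call, and not its direction, depends on the libraries used. Because the genes were selected for a large and separated change, the counts do not show how stable other genes are, and reads shared between paralogs were not tested.

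GAPDH is the reference gene of the paper's qPCR. Its log2 fold change was 0.64 (standard error 0.10, adjusted p = 0.00560 from limma), and its FPKM was higher in each of the 3 DM libraries than in every GM library. After quantile normalization the log2 fold change was 0.78, so that scaling between libraries does not account for it. A general rise of glycolysis genes was examined with camera on a list without GAPDH. The mean log2 fold change of its 11 tested genes was 0.14, with 7 genes higher in DM, and the adjusted p-value was 0.251. Of 12 listed genes above 0.0001 FPKM in any library, 6 had every DM library above every GM library and 2 had every DM library below, where chance gives 10% for both directions together, so these tests do not rule out a general rise. A dependence of GAPDH on the stage in these cultures is a hypothesis, and reads from other copies of the gene were not tested.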

How the results depend on the processing

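With a pseudocount of 0.1, there were 810 DEGs in place of 417, 413 up-regulated and 397 down-regulated, and 408 of the 417 were among them. With no limit on the fold change, 3143 genes passed, 1530 higher and 1613 lower in DM. With no filter together with a pseudocount of 0.1, an alternative chosen after seeing the data, there were 1083 DEGs, 478 up-regulated and 605 down-regulated, and 11 genes of Table 2 were called in place of 3. With a pseudocount of 0.1 and no limit on the fold change, 1520 genes were higher and 1578 lower in DM. The number past the adjusted p-value thus hardly moved, and the rise to 810 DEGs lies in the limit on the fold change. That limit is harder to pass at a low level when 1 is added to each FPKM. Other causes were not tested. No filter, a mean of at least 2 FPKM, quantile normalization, the unadjusted p-value and the replicate block left the number of DEGs within 1.5 times the main count. Across the 6 fits that each left out a library, there were 408 to 427 DEGs, 217 to 232 up-regulated and 189 to 200 down-regulated.

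The number of DE-lncRNAs depended more on the processing. In place of 261 (73 higher and 188 lower in DM), there were 118 with a mean of at least 2 FPKM (37 and 81), 72 with the replicate number as a block (23 and 49), 455 with the unadjusted p-value (136 and 319) and 470 with no limit on the fold change (127 and 343). After quantile normalization 152 were higher and 93 lower in DM. Across the 6 fits that each left out a library there were 50 to 134 DE-lncRNAs, 20 to 34 higher and 29 to 100 lower in DM. The cause was not tested, and the scaling examined below does not decide it. In simulated data 12.0% of lncRNAs with a 4-fold change were called, which limits any count of DE-lncRNAs.

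The number of terms named by the paper with an adjusted p-value under 0.05 was 1, and it ran from 1 to 3 with a library left out. In camera, 4 families passed, and with the inter-gene correlation estimated from the data 0 passed, with 0 at an unadjusted p-value under 0.05. Under that setting the adjusted p-value was 0.332 for the sarcomere and contraction genes and for the myogenic regulators. With a library left out, 3 to 5 families passed, and the adjusted p-value of the DNA replication genes ran from 0.0228 to 0.617. For the sarcomere and contraction genes it ran from 0.000295 to 0.0130, for the myogenic regulators from 0.00809 to 0.0228 and for the cell cycle genes from 0.405 to 0.992. The cause was not tested.

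The odds ratio of DSGs and DEGs was 0.71 and became 0.50 with DSGs restricted to an rMATS FDR under 0.05, where the p-value fell under 0.05. With settings added after seeing the data, it was 0.68 (p = 0.0207 from Fisher's exact test) with a pseudocount of 0.1 and 0.58 (p = 0.000971 from Fisher's exact test) with no filter together with a pseudocount of 0.1. The cause was not tested. It was closer to 1 with no limit on the fold change (0.93, p = 0.423 from Fisher's exact test), with the genes above the median of mean expression as the background (0.83, p = 0.674 from Fisher's exact test) and, added after seeing the data, with no filter (0.90, p = 0.739 from Fisher's exact test). With a library left out it ran from 0.60 to 0.82, and the p-value from 0.0375 to 0.429. The percent of pairs of DE-lncRNAs and DEGs in the same direction was 100, and 97.4 with the unadjusted p-value. For other results, terms, families and single genes, 579 values kept their direction and their side of the threshold, 14 became weaker and 12 stronger. Alternatives that need read counts, and pairs within a window of the genome, were not run.

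The 6 libraries can be divided into groups of 3 in 10 ways. In 4 of them, the real one included, every pair of same-numbered libraries is parted. Among these 4, 1 (the real one) gave as many DEGs, as many up-regulated DEGs, as many down-regulated DEGs, as many DE-lncRNAs and as many shifted families. The other 3 gave 0 DEGs each, with 26 to 40 genes at an unadjusted p-value under 0.05 and a log2 fold change of more than 1, 0 to 6 DE-lncRNAs and 0 to 3 families. The 6 divisions that part 1 pair gave 0 to 7 DEGs, 1 to 7 DE-lncRNAs and 1 to 3 families. With so few divisions, a share under 0.05 cannot be reached.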

Differences from the paper's values

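The paper reports 1664 DEGs, and 417 were called here. The paper reports 685 up-regulated and 845 down-regulated DEGs, and 226 and 191 were called here. None of the alternatives set before the data were examined brought any of these 3 counts within 1.5 times the paper's, and they ran from 380 to 3143 DEGs. The paper's numbers of up-regulated and down-regulated DEGs do not add up to its total. With no filter together with a pseudocount of 0.1, chosen after seeing the values, 478 and 605 genes were called, both within 1.5 times the paper's counts, whereas the total of 1083 was not. The paper reports 43 genes both differentially expressed and differentially spliced, and 21 were found here. The alternatives set for this overlap before the data were examined gave 8 to 207, and none of these came within 1.5 times the paper's value. Of the settings added for it after seeing the values, a pseudocount of 0.1 gave 40 and no filter together with a pseudocount of 0.1 gave 36, both within 1.5 times the paper's value, whereas no filter, a mean of at least 2 FPKM, quantile normalization and the unadjusted p-value gave 19 to 23.

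The log2 ratio of mean FPKM was 1.83 for IGFBP7, against the paper's about 2 in Figure 3D, read by eye. It was within the replicate error of the paper's value with GM_2 left out (1.90) and with DM_1 left out (1.87), and not with the other alternatives. For MYOM3 it was 2.09 against the paper's about 2 in Figure 3D, read by eye, and within the error with a pseudocount of 0.1 alone (2.03). For CCNB1 it was -1.41 against the paper's about -1.2 in Figure 3D, read by eye, and within the error with a pseudocount of 0.1 (-1.39), with GM_3 left out (-1.33) and with DM_1 left out (-1.34). For FLT4 it was -3.56 against the paper's about -2.6 in Figure 3D, read by eye, and within the error after quantile normalization alone (-2.597).

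The paper has more down-regulated than up-regulated DEGs, whereas 226 up-regulated and 191 down-regulated DEGs were called here. With no limit on the fold change, the order was that of the paper, with 1530 and 1613. Table 2 gives the paper's top genes. Of its 18 genes found in the table, 3 were called here, and with no filter together with a pseudocount of 0.1, chosen after seeing the values, NYAP2, GADL1, KCNJ16, ESPN, MPZL3, GFAP, SFN and GJA4 were also called, while NMUR2, SLC14A2, MYRFL, SHANK1, FAM83A, TMPRSS4 and SDCBP2 were called under none of the settings. Of the genes in Figure 3D, PLK3 was called with a pseudocount of 0.1 and with GM_1 or DM_3 left out, and LHCGR, PKP1 and FLT4 only with no filter together with a pseudocount of 0.1, chosen after seeing the values. In Table 4, COL24A1 and SVIL were called with a pseudocount of 0.1, as was ABLIM1. SVIL was also called with GM_1 or DM_3 left out, and ABLIM1 with GM_2 or DM_2 left out. GRIP2 of Figure 6 was called with a pseudocount of 0.1. With no limit on the fold change, PLK3, COL24A1, SVIL, ABLIM1, GRIP2 and DMD passed, and CMYA5 did not. Of the paper's 43 shared genes, 17 were called here, 26 with a pseudocount of 0.1 and 31 with no limit on the fold change.

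The paper names enriched terms of DEGs. Of the 16 tests of these terms in the paper's direction, ECM-receptor interaction in the down-regulated DEGs passed (adjusted p = 0.0164). Among the terms of up-regulated DEGs, cardiac muscle contraction passed with DM_2 left out (adjusted p = 0.0463), and hypertrophic cardiomyopathy with GM_1 left out (adjusted p = 0.0371). The paper places skeletal muscle tissue development in the up-regulated DEGs, where its adjusted p-value here was 0.618. The paper's GSEA places muscle organ development on the side of DM, whereas the genes of that term in the gene table had a mean log2 fold change of -0.26 (adjusted p = 0.425). The paper places cell cycle genes and DNA replication genes on the side of GM. Here the adjusted p-value was 0.943 for the cell cycle family and 0.206 for the DNA replication family, both written by hand, and the latter was 0.0228 with DM_3 left out. The KEGG terms of the gene table leaned to the side of GM without passing. Their mean log2 fold change was -0.08 for cell cycle (adjusted p = 0.537 from camera) and -0.16 for DNA replication (adjusted p = 0.425 from camera).

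In Figure 6 the paper colors lncRNAs as up-regulated or down-regulated. For 133 of the 133 lncRNAs read, the color is the direction of the authors' deposited comparison, GM over DM, which is opposite to the change of the mean FPKM from GM to DM. By the sign of the log2 fold change from limma, 5 of the 133 have the color of the change from GM to DM. For the genes at the centers, 12 of 28 do. The panel that shows qPCR in Figure 3C draws IGFBP4, PKP1, PLK3, CCNB1 and FLT4 with DM above GM, whereas IGFBP4 (-1.63), PLK3 (-0.94) and CCNB1 (-1.28) had negative log2 fold changes here.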

Other observations

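The tests of locus sums, of the first explanation for the colors in Figure 6 and of the order of the DM libraries were set before their results were seen, and the others in this part were chosen after the result was seen.

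More DE-lncRNAs fell than rose in DM. Scaling between libraries may account for this, but quantile normalization cannot decide it. Such normalization gives every library the same distribution, so it removes a general fall whether technical or biological. After it, 152 had risen and 93 had fallen. The median log2 fold change of single-exon lncRNAs was lower than that of the others by little, a difference of -0.0737. The number of exons therefore does not account for the fall. The median of lncRNAs inside introns differed from that of lncRNAs outside genes by 0.0170. A position inside an annotated intron therefore does not account for the fall. Of the 6653 tested lncRNAs outside genes, 5847 have a single exon, so unspliced RNA of unannotated genes is not ruled out. The unique mapped reads in Table 1, as printed, had Spearman's rho of 0.0857 (permutation p = 0.919, adjusted 0.919) and Pearson's r of 0.245 (permutation p = 0.619, adjusted 0.619) with the median lncRNA FPKM over the 6 libraries, and r was 0.670 without the 2 libraries farthest from the median. With the groups exchanged, rho was -0.771 (permutation p = 0.103, adjusted 0.206) and r was -0.643 (permutation p = 0.168, adjusted 0.336), and r was 0.177 without 2 libraries. These are 2 relations, the groups of 3 are too small to test within a stage, and neither passed. Whether the fall is biological was not settled by these tests.

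Of the 261 DE-lncRNAs, 58 come from 41 loci with several lncRNA transcripts. If the assignment of reads between transcripts of a locus made these calls, most should be lost when the transcripts are summed. With sums, 39 of the 58 (67.2%) were called in the same direction, so reads shared between transcripts do not account for most of them. With sums over each locus, 287 loci were called, 78 higher and 209 lower in DM. A region singled out after its values were seen holds 21 transcripts between 83485 and 86243 of its scaffold, among them the lncRNA between 85938 and 86242. Of these, 3 were called, 2 lower and 1 higher in DM, and 48 of their 126 values are listed at 0.0001 FPKM. The transcript that was higher had 176 FPKM in GM_1 and 6661 FPKM in DM_1.

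In Figure 6, the colors of lncRNAs were first compared with the sign of the log2 fold change (DM over GM) from limma, and 3.76% had that sign, so the sign of this change without a test does not account for the colors. With the direction taken as GM over DM, 96.2% had the sign of their color, and the direction of the authors' deposited comparison, a ratio of mean FPKM in GM to that in DM, is that of the color for 133 of the 133 lncRNAs. Of the 12 centers with an adjusted p-value under 0.05, 2 have the color of the change from GM to DM and 10 the opposite.

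Several genes of Table 2 that fell are known in epithelial cells, so RNA from epithelial cells in the GM cultures was examined with a list of other epithelial genes. With no filter and a pseudocount of 0.1, the mean log2 fold change of 31 genes of the list was -0.26 and its adjusted p-value in camera was 0.127, so the list did not pass the threshold. The 12 genes tested at 0.5 FPKM had a mean log2 fold change of 0.45, higher in DM for 8 of them. Of 31 epithelial genes above 0.0001 FPKM in any library, 12 had every DM library below every GM library and 5 had every DM library above, where chance gives 10% for both directions together. These tests do not rule such RNA out. The fall is not particular to the epithelial list. Under the same setting the 22 endothelial genes had a mean log2 fold change of -0.70 (adjusted p = 0.00107 from camera), with 11 separated lower and 1 higher in DM, and the 18 neural and glial genes had a mean of -0.47 (adjusted p = 0.104 from camera), with 9 separated lower and 2 higher.

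Across the DM libraries, the mean log2(FPKM + 1) of the cell cycle genes was 3.46 in DM_1, 3.64 in DM_2 and 3.75 in DM_3, against 3.56, 3.65 and 3.61 in GM_1, GM_2 and GM_3. The mean of the sarcomere genes in DM_1, DM_2 and DM_3 was 3.60, 3.45 and 3.44. Cultures at differing progress of differentiation may give such an opposite order, and Spearman's rho over the 3 libraries was -1, but with 3 libraries this cannot be told apart from chance.

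In Table 1, the printed percentages of mapped reads follow from the valid reads of the other stage in 6 of 6 libraries, and from those of the same library in 0. The same holds for the unique mapped reads, in 6 of 6. Group labels exchanged between columns are a candidate explanation, and which columns are exchanged was not settled. GM_1 and GM_3 share the same number of mapped reads.

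The paper's supplementary lists hold 1138 splicing events, of which 563 have an rMATS FDR under 0.05. Of the 854 DSGs, 461 have an event with such an FDR.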
